A study of Mus musculus with 6 samples. Its data were reported in "Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice" (2024).

How the data were processed

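Whole-liver RNA was sequenced from 3 mice on a normal diet (ND) and 3 mice after 7 weeks on CDA-HFD, a high-fat diet that lacks choline and has defined amino acids; libraries were assigned to diets and replicate numbers from their labels, which call them biological replicates. The deposited table held TPM (length-corrected transcript levels) as made by the authors, with 1 column per library and each column summing to 1000000. Per the submitters' processing notes, reads were trimmed with Trimmomatic 0.39.0, aligned to GRCm38 (mm10) with HISAT2 2.2.1 and counted with featureCounts 2.0.1. The labels name a Nextera XT kit, for which the study's methods give single-end reads, and removal of PCR duplicates is described for its bulk RNA-seq. Whether the strand was used in counting is not stated, so reads where exons of genes overlap may have counted for either gene (*Mmp12* with *Mmp1b*, *Mmp7* with *AV064505*, *Adam8* with *Gm16201*, *Elovl3* with *Pitx3*, and *Cd9* with *Gm26728* among the largest changes and the genes picked from the study). On the same strand, where no strand setting tells the reads apart, *Spp1* overlaps *Gm42793*, *Rhbg* *Gm38392*, *Tm7sf2* *Vps51*, *Cyp2c29* *Cyp2c53-ps* and *Pkm* *Gm49759*. The study based its TPM on UCSC mm10 and names no annotation release.

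Of 55254 genes in the table, 53255 had the name of a gene in the GENCODE basic mouse annotation of the same build, from which coordinates (counted from 1) and merged exon lengths were taken; whether it is the annotation behind the TPM is not known. TPM multiplied by exon length fell on whole multiples of a single step per library for 98.3% to 98.4% of detected values (within 0.01 reads), and that step gave the reads per gene. Recovered reads ranged from 13967674 to 15107450 in ND and from 16577887 to 18640762 in CDA-HFD. They served for counting intervals, for thinning and for the alternative with voom; the limit that 0 reads allow was set at 3 reads, and intervals are exact at 95%. Between replicates, the mean chi-square per gene over genes with at least 50 reads was 10.5 to 13.1, more than sampling of reads alone gives.

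The diets were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with the diet as the only term, eBayes with a trend, two-sided tests and Benjamini-Hochberg adjustment over the 14730 genes with a mean of at least 1 TPM over the 6 libraries. A gene was said to have risen or fallen at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. No scaling beyond TPM was applied. Of 58 gene lists (cell type markers, pathways, lists from the study's supplementary tables and a Gene Ontology term), 57 matched genes in the table; the list of genes of the mitochondrial genome matched 0. The 55 with at least 5 tested members were tested with camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry, and adjusted over lists. Unless another test is named, a list said to be called or not called refers to camera at the preset correlation. The labels give no batch or date.

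The genes named were set by a rule: the 10 largest rises and 10 largest falls among changed genes with a mean of at least 5 TPM in the higher group and groups that did not overlap, 20 genes picked beforehand from the many the study names, and in each list the 2 largest rises and the 2 largest falls among its changed members, or the member of highest TPM where none changed; predicted genes without a proper symbol were left out of the first part. Some genes that the rule takes in are not reported here. The tests, lists, rule and all alternatives except voom were fixed before the deposited file was opened. By then, the study's supplementary table of cytokine genes, which holds TPM of these 6 libraries, had been opened: the values of its first genes in alphabetical order, up to *Ccl24*, and all its gene names had been seen. That table supplied the cytokine activity list, and *Ccl24* is also in the type 2 list; no rule was built from the values. *Il5*, *Il25*, *Il4ra*, *Stat6* and *Arg1* of the type 2 list, *Alb*, and the clock and blood cell members given beyond the rule were chosen after their values were seen.

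Alternatives were pseudocounts of 0.1 and 0.5, no filter on low values, a minimum mean of 5 TPM, median-of-ratios scaling, quantile normalization, TPM recomputed without the 50 most abundant genes, eBayes without a trend or with a robust fit, replicate number as a block, leaving out each library, other fold limits, and voom on recovered reads. The fit was tested on simulated reads for the comparison of CDA-HFD with ND (14267 genes, 200 drawn to change), where it recovered 94.0% of genes changed by an absolute log2 of 1.5, 92.0% at 2, 96.0% at 3 and 98.0% at 5, with 3 false calls and 0 lists called. Simulated genes varied independently, as many were raised as lowered, and no list was changed. The simulation therefore does not show how list calls behave with correlated genes. Nor does it test the TPM scale where most changes are rises. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for tables and figures.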

Results

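RNA of whole liver was sequenced from 6 mouse samples, 3 on a normal diet (ND) and 3 after 7 weeks on CDA-HFD, a choline-deficient high-fat diet with defined amino acids that brings on steatohepatitis (MASH) and then fibrosis in mice. The deposited values were TPM, transcript levels scaled to a sum of 1000000 per library, for 55254 genes. Reads recovered from the steps between TPM values came to 13967674, 15107450 and 15091979 in the ND libraries and to 17793989, 16577887 and 18640762 in the CDA-HFD libraries. Genes above 0 TPM numbered 19960, 19793 and 20100 in the ND libraries, against 22625, 22267 and 22731 in the CDA-HFD libraries. The labels describe the source as liver although their extraction text speaks of sorted cells. *Alb*, the albumin gene of hepatocytes, was at 15514 ± 116 TPM (SD, n = 3) in ND and 12591 ± 701 TPM (SD, n = 3) in CDA-HFD. Levels below are mean TPM ± SD with n = 3 libraries per diet. Changes are log2 fold changes of CDA-HFD over ND on log2(TPM + 1) ± SE, a scale that understates changes in genes of low TPM.

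The comparison of the diets asked which genes of the liver differed after 7 weeks of CDA-HFD. Macrophage and matrix-degrading genes rose most. *Gpnmb*, a glycoprotein of lipid-laden macrophages, went from 0.884 ± 0.0764 to 730 ± 19.6 TPM (log2 fold change 8.60 ± 0.07, adjusted p = 4.98e-10), and the macrophage elastase gene *Mmp12* rose from 0.512 ± 0.0456 to 445 ± 15.8 TPM (8.20 ± 0.07). *Mmp7*, *Ly6d*, *Trem2*, *Adam8*, *Clec4d*, *Ubd*, *Lgals3* and *Fgf21* followed, with log2 fold changes from 7.60 down to 5.35. The largest falls were in genes that are higher in male than in female liver. *Hsd3b5*, a steroid dehydrogenase, went from 573 ± 66.9 to 0.282 ± 0.028 TPM (−8.80 ± 0.10, adjusted p = 2.5e-09), and the fatty acid elongase *Elovl3* from 520 ± 91.1 to 6.98 ± 1.76 TPM (−6.04 ± 0.17). The major urinary protein genes *Mup17*, *Mup15*, *Mup1*, *Mup14*, *Mup12*, *Mup11* and *Mup-ps18* fell as well, with log2 fold changes between −8.57 and −5.74. The pseudogene *Serpina4-ps1* averaged 231 ± 104 TPM in ND and was listed at 0 in all 3 CDA-HFD libraries, at least 701-fold lower against the 0.329 TPM that 0 reads in a CDA-HFD library allow at most (3 reads per library).

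Of 14730 genes tested with limma, 3115 rose and 558 fell (adjusted p below 0.05 and an absolute log2 fold change of at least 1), so that rises made up 84.8% of the changed genes. Their share was 68.3% with median-of-ratios scaling (2252 rises and 1044 falls) and 58.9% with quantile normalization (1718 and 1201). The median log2 fold change over all genes tested was 0.32 on the TPM scale, −0.05 with median-of-ratios scaling and −0.11 with quantile normalization, so changes near the median of all genes have no fixed direction. Every CDA-HFD library lay outside the ND range for 10456 genes (71.0%, against 10% by chance), and the first principal component, with 90.2% of the variance, separated the diets. Among the genes named here that passed the test, 147 of 148 had groups that did not overlap, *Prox1* being the exception. That count does not set the named genes apart. Of all 3673 changed genes 3639 had such groups, and the rule for the largest rises and falls required it. An exact permutation test of 3 against 3 libraries cannot go below p = 0.10, so all adjusted p-values are limma's.

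**Figure D1:**
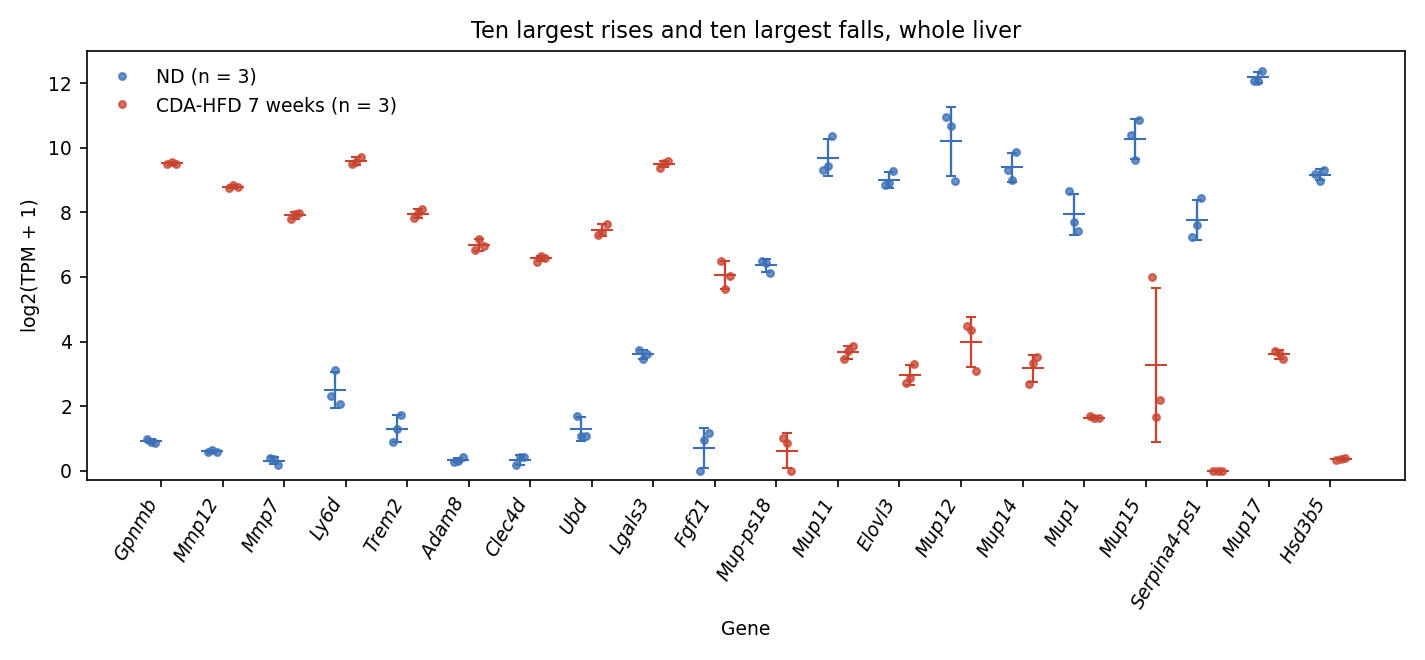
The 10 largest rises and the 10 largest falls, as log2(TPM + 1) on the vertical axis for each gene on the horizontal axis. Points are single libraries (3 ND, 3 CDA-HFD), bars the mean and whiskers the SD. The rule that picked these genes required that the diets not overlap. Members of the *Mup* family share much of their sequence, so that single *Mup* genes are less certain than their sum.

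Interleukin-4 and interleukin-13 are known inducers of the transcription factor gene *Egr2* in macrophages. *Egr2* (GRCm38 chromosome 10, 67535475 to 67542188) rose from 0.0324 ± 0.0282 to 8.98 ± 0.104 TPM (3.27 ± 0.11, adjusted p = 1.97e-07). It had 2 reads over the ND libraries and 652 over the CDA-HFD libraries, a ratio of 280 in TPM of the pooled reads (corrected for depth), with an exact 95% counting interval of 77.2 to 2318. *Il4* (chromosome 11, 53602982 to 53618669) had 0, 1 and 1 reads in the ND libraries and 3, 0 and 0 in the CDA-HFD libraries, or 0.101 ± 0.0875 and 0.136 ± 0.236 TPM. *Il13* (chromosome 11, 53631324 to 53634702) had 0, 0 and 1 reads in ND and 0 in every CDA-HFD library, where 0 reads allow up to 0.302 to 0.351 TPM. Neither cytokine reached the mean of 1 TPM needed for the test, and a difference between the diets was not detectable at this depth. Intervals and floors cover counting error only.

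Elsewhere in the type 2 cytokine pathway, 2 of 9 tested members rose and 1 fell. The chitinase-like gene *Chil3* rose by a log2 fold change of 3.19 ± 0.19 and the alarmin gene *Il33* by 1.27 ± 0.12, while the eosinophil chemokine gene *Ccl24* fell from 10.8 ± 2.2 to 4.25 ± 0.296 TPM (−1.15 ± 0.15). The call of *Il33* ended with median-of-ratios scaling (log2 fold change 0.94) and with quantile normalization (0.58). *Il5* and *Il25* were listed at 0 in all 6 libraries. Receptor and signalling members were present without passing the fold limit. *Il4ra* was at 0.61 ± 0.07, *Stat6* at 0.74 ± 0.08 and *Arg1* at 0.19 ± 0.07, each with a limma adjusted p below 0.05 (0.0403 for *Arg1*). Camera did not call the list as a whole (adjusted p = 0.9, and adjusted p = 0.902 with an estimated correlation). Fry, which does not compare a list with other genes, called it up (adjusted p = 0.000203). Of 227 genes under the Gene Ontology term cytokine activity, as listed in a supplementary table of the study that holds values of these libraries, 53 were at 0 in all 6 libraries and 114 stayed under 1 TPM in every CDA-HFD library. Among the 95 tested, 55 rose and 4 fell, with *Ccl3* and *Timp1* highest among the rises and *Cxcl13* and *Inhba* among the falls. Camera called cytokine genes higher (adjusted p = 0.00391, and adjusted p = 0.0908 with an estimated correlation). With quantile normalization 8 cytokine genes fell.

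Of 20 macrophage, cytokine and fibrosis genes picked beforehand from among those the study names, 15 rose, 2 fell, *Il1b* was not called, and *Il4* and *Il13* were too low to test. The fibrosis genes *Timp1* and *Col1a1* rose from 0.641 ± 0.412 to 49.4 ± 4.6 TPM (4.97 ± 0.19) and from 4.31 ± 0.859 to 175 ± 10.3 TPM (5.07 ± 0.12). *Acta2*, the smooth muscle actin of myofibroblasts, rose from 6.66 ± 1.3 to 18.1 ± 6.29 TPM (1.28 ± 0.22, adjusted p = 0.00132). *Tgfb1* and *Tnf* rose by 2.11 ± 0.06 and 1.85 ± 0.13, whereas *Il1b* was at 7.14 ± 0.997 TPM in ND and 8.1 ± 0.55 TPM in CDA-HFD (0.17 ± 0.12, adjusted p = 0.24). The call of *Acta2* ended with median-of-ratios scaling (log2 fold change 0.92) and with quantile normalization (0.72).

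**Figure D2:**
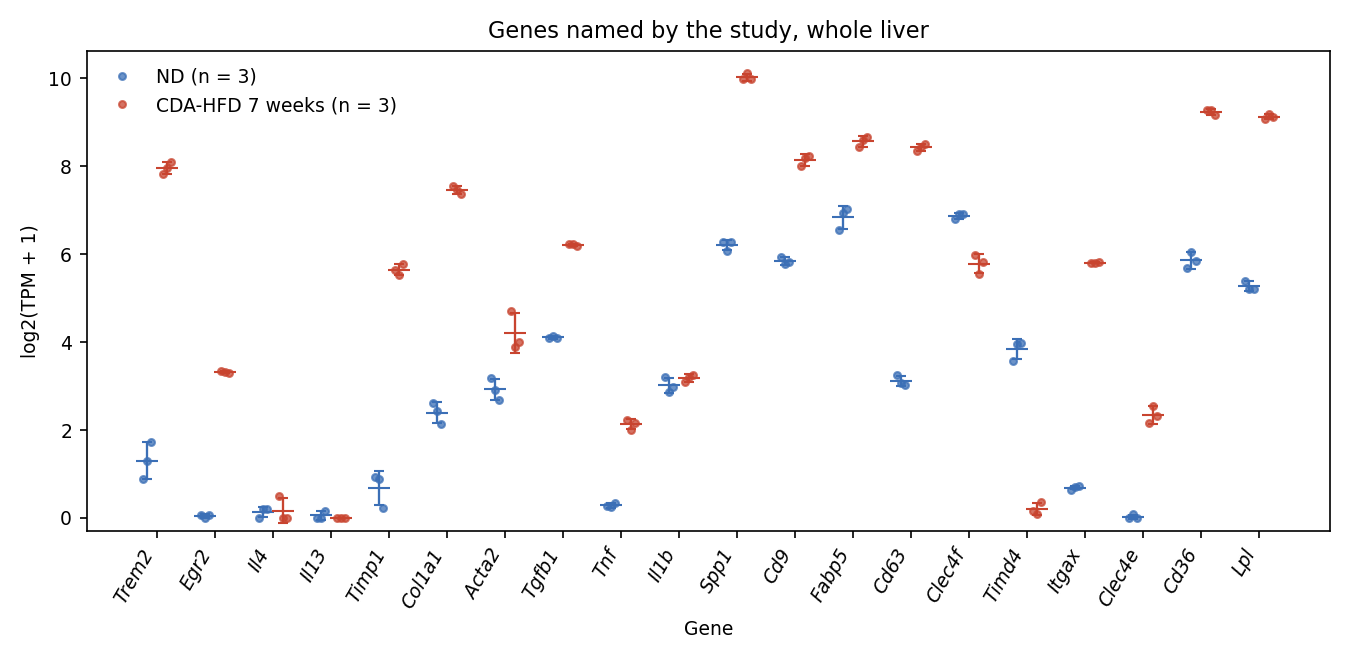
The genes picked from those the study names, as log2(TPM + 1) on the vertical axis for each gene on the horizontal axis. Points are single libraries (3 ND, 3 CDA-HFD), bars the mean and whiskers the SD; *Il4* and *Il13* lie near 0 in both diets, *Il1b* differed by a log2 fold change of 0.17, and *Timd4* and *Clec4f* are the 2 that fell.

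Genes of hepatic lipid-associated macrophages rose together, all 17 of 17 tested, with a median log2 fold change of 5.15. *Trem2*, a lipid-sensing receptor, rose from 1.54 ± 0.746 to 250 ± 24.6 TPM (6.66 ± 0.20), *Cd63* from 7.66 ± 0.725 to 344 ± 19.2 TPM (5.32 ± 0.08), *Itgax* from 0.611 ± 0.0455 to 55 ± 0.641 TPM (5.12 ± 0.08) and osteopontin, *Spp1*, from 73.4 ± 5.96 to 1043 ± 58.5 TPM (3.81 ± 0.07). *Clec4e* had 1 read over the ND libraries and 234 over the CDA-HFD libraries, a ratio of 201 in TPM of the pooled reads (exact 95% counting interval 35.7 to 7976). *Cd9*, *Fabp5*, *Cd36* and *Lpl* rose by 2.30 ± 0.08, 1.73 ± 0.13, 3.39 ± 0.10 and 3.87 ± 0.07. Camera called the list higher (adjusted p = 2.43e-09, and adjusted p = 0.0908 with an estimated correlation).

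Markers of Kupffer cells did not move as a block: of 14 tested, 4 fell and 2 rose. The list does not separate resident from monocyte-derived Kupffer cells. The 2 that rose, *Cd207* and *Il18bp*, serve in the paper as markers of the monocyte-derived cells, as does *Clec4f*, which fell. The phosphatidylserine receptor gene *Timd4* fell from 13.5 ± 2.17 to 0.156 ± 0.111 TPM (−3.64 ± 0.15) and the scavenger receptor gene *Cd163* from 15.1 ± 0.276 to 0.658 ± 0.157 TPM (−3.28 ± 0.11). *Clec4f* fell from 117 ± 5.12 to 54.5 ± 8.02 TPM (−1.09 ± 0.11), a call that ended without CDA-HFD replicate 2 (−0.98). *Cd207* rose by 1.43 ± 0.13 and *Il18bp* by 1.14 ± 0.13, the latter not with median-of-ratios scaling (0.75), with quantile normalization (0.72) or without ND replicate 1 (0.99). The list was called lower (camera adjusted p = 0.0066, and adjusted p = 0.258 with an estimated correlation), but not with median-of-ratios scaling or quantile normalization (adjusted p from 0.00109 to 0.239 over 17 alternatives). All 14 tested monocyte genes rose, led by *Ms4a7* (4.72 ± 0.14) and the fractalkine receptor gene *Cx3cr1* (4.13 ± 0.10). Camera called monocyte genes higher (adjusted p = 1.44e-06, and adjusted p = 0.0908 with an estimated correlation).

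Macrophage gene lists were taken from the study's supplementary tables and were not drawn from these libraries. The names of the hLAM and moKC lists follow the supplementary sheet, whereas the paper assigns their sizes the other way round. In the list behind its lipid-associated macrophage score (hLAM), 64 of 85 tested genes rose and none fell (median 2.31, camera adjusted p = 4.7e-11, and adjusted p = 0.0908 with an estimated correlation). In the scar-associated macrophage signature (SAM), 34 of 46 rose and none fell (median 2.13, camera adjusted p = 1.61e-09, and adjusted p = 0.0993 with an estimated correlation). The list behind the monocyte-derived Kupffer cell score (moKC) was mixed, with 170 rises and 15 falls among 517 genes, *Gpx3* (4.76 ± 0.09) and *Apoa4* (4.72 ± 0.13) rising most (camera adjusted p = 0.0465, and adjusted p = 0.56 with an estimated correlation). That call ended without ND replicate 2 (adjusted p = 0.0565), with the replicate block and without a trend (9.14e-05 to 0.0706 over 17 alternatives). In the Kupffer cell signature, 42 of 117 rose, among them *Rgs1* (3.53 ± 0.13), and 7 fell, and the list was not called (camera adjusted p = 0.316, and adjusted p = 0.635 with an estimated correlation). It was called higher without a filter and with quantile normalization (adjusted p from 2.7e-05 to 0.46 over 17 alternatives). With median-of-ratios scaling 3 hLAM genes, 32 moKC genes and 12 genes of the Kupffer cell signature fell.

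Lysosomal and phagocytic genes rose in 19 of 28 cases and fell in none, with the proton pump subunit *Atp6v0d2* at 5.25 ± 0.33 and *Cd68* at 3.94 ± 0.07. Camera called lysosomal genes higher (adjusted p = 1.01e-07, and adjusted p = 0.149 with an estimated correlation). Of 17 tested genes of the EGR family and other macrophage transcription factors, 10 rose and none fell, *Atf3* (4.94 ± 0.18) and *Egr2* most. Camera called these transcription factors higher (adjusted p = 0.0156, and adjusted p = 0.149 with an estimated correlation). With median-of-ratios scaling 5 of them rose, and with quantile normalization 5.

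Genes of other leukocytes rose too. Among dendritic cell genes 10 of 12 rose, *Cd209a* (2.64 ± 0.14) and *Cd83* (2.43 ± 0.10) most, and among neutrophil genes 8 of 9, with the calprotectin subunit *S100a8* at 2.60 ± 0.24 and *Csf3r* at 2.45 ± 0.12. Camera called dendritic cell and neutrophil genes higher (adjusted p = 0.00136 and 0.0209, and adjusted p = 0.0993 and 0.273 with an estimated correlation). T cell genes rose in 11 of 13 cases, *Themis* (3.36 ± 0.16) and *Trac* (1.95 ± 0.12) among them, and natural killer and cytotoxicity genes in 7 of 8, with *Ccl5* at 3.41 ± 0.12 and *Klrd1* at 2.75 ± 0.22. Camera called T and natural killer cell genes higher (adjusted p = 0.0247 and 0.0383, and adjusted p = 0.196 for both with an estimated correlation). B and plasma cell genes rose in 6 of 8 cases, *Cd22* (2.2 ± 0.12) and *Igkc* (1.95 ± 0.20) among them, without a call for the list (camera adjusted p = 0.0505, and adjusted p = 0.313 with an estimated correlation). These lymphocyte counts were smaller on other scales, with 9 rises of T cell genes after median-of-ratios scaling and 3 rises beside 1 fall after quantile normalization. After quantile normalization 5 neutrophil, 3 natural killer and 2 B and plasma cell genes rose. The call of the natural killer list ended with a pseudocount of 0.1, with voom on the recovered reads and without CDA-HFD replicate 3 (adjusted p = 0.0648, the highest of 16 alternatives, whose lowest was 0.000331). The B and plasma cell list was called in 9 of 16 alternatives, among them those without ND replicate 1, ND replicate 3, CDA-HFD replicate 1 or CDA-HFD replicate 2 (adjusted p from 0.00785 to 0.0797 over all 16).

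Inflammatory chemokine and cytokine genes rose in 18 of 24 cases, with *Ccl3* going from 0.336 ± 0.124 to 24.0 ± 2.6 TPM (4.23 ± 0.13) and *Ccl4* at 3.62 ± 0.19, while the B cell chemokine gene *Cxcl13* was the 1 that fell (−2.34 ± 0.18). Camera called chemokine and cytokine genes higher (adjusted p = 0.000524, and adjusted p = 0.0908 with an estimated correlation). Interferon response genes rose in 22 of 27 cases, *Oasl2* (3.54 ± 0.19) and *Usp18* (3.40 ± 0.19) most. Camera called interferon response genes higher (adjusted p = 4.45e-05, and adjusted p = 0.393 with an estimated correlation). Of 12 genes of antigen presentation by MHC class II, 10 rose, among them the protease gene *Ctss*, from 98.9 ± 9.35 to 1363 ± 60.6 TPM (3.77 ± 0.08), and *H2-Eb1* at 2.73 ± 0.07. Camera called MHC class II genes higher (adjusted p = 0.000146, and adjusted p = 0.135 with an estimated correlation).

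Extracellular matrix genes rose almost throughout. Of 33 genes for fibrillar and basement membrane matrix 30 rose and none fell, *Col1a1* and *Col1a2* most, the latter from 10.2 ± 0.334 to 212 ± 8.26 TPM (4.25 ± 0.06), and the list's median was 2.73. Camera called matrix genes higher (adjusted p = 1.35e-09, and adjusted p = 0.196 with an estimated correlation). Matrix turnover genes rose in 20 of 23 cases, led by *Mmp12* and *Mmp7*. Camera called matrix turnover genes higher (adjusted p = 4.97e-07, and adjusted p = 0.0993 with an estimated correlation). In TGF-beta signalling 15 of 20 rose, *Ltbp2* (3.81 ± 0.13) and *Ltbp3* (3.39 ± 0.12) most. Camera called TGF-beta genes higher (adjusted p = 5.38e-05, and adjusted p = 0.196 with an estimated correlation). Of 16 genes of activated stellate cells and myofibroblasts 12 rose, *Vim* from 29.7 ± 0.771 to 465 ± 27.8 TPM (3.92 ± 0.06). Camera called myofibroblast genes higher (adjusted p = 0.000496, and adjusted p = 0.196 with an estimated correlation). Genes of quiescent stellate cells went both ways, with 7 of 17 rising, *Hand2* (2.03 ± 0.12) among them, and *Angptl6* (−1.87 ± 0.24) and *Colec10* (−1.39 ± 0.21) falling. Camera called quiescent stellate cell genes in neither direction (adjusted p = 0.47, and adjusted p = 0.838 with an estimated correlation).

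Of 16 genes of cholangiocytes and the ductular reaction 12 rose, *Epcam* from 2.80 ± 0.309 to 50.6 ± 2.99 TPM (3.77 ± 0.10) and the claudin gene *Cldn4* at 3.64 ± 0.11. Camera called ductular genes higher (adjusted p = 0.000616, and adjusted p = 0.0993 with an estimated correlation). Of 9 genes of vascular and capillarised endothelium 6 rose, *Cd34* (2.98 ± 0.09) and *Ly6a* (2.67 ± 0.11) most, without a call for the list (camera adjusted p = 0.145, and adjusted p = 0.312 with an estimated correlation). With median-of-ratios scaling 3 rose and the list was called (adjusted p from 0.0391 to 0.19 over 17 alternatives). Among 18 genes of sinusoidal endothelium 3 rose, including *Lyve1* (2.32 ± 0.18) and *Rspo3* (1.25 ± 0.10), and *Dnase1l3* (−1.06 ± 0.12) and the receptor gene *Kdr* (−1.05 ± 0.12) fell. Camera called sinusoidal genes lower (adjusted p = 0.0315, and adjusted p = 0.56 with an estimated correlation). Both falls ended without CDA-HFD replicate 2 (−0.93 and −0.96), as did the list's call, which quantile normalization ended too (adjusted p = 0.0655 without that replicate, and 0.00893 to 0.0853 over 17 alternatives). The rise of *Rspo3* ended with median-of-ratios scaling (0.89) and with quantile normalization (0.66), which left 1 sinusoidal rise each. Of 15 fetal and tumour-associated liver genes 13 rose and none fell, with *Ly6d* from 4.92 ± 2.4 to 771 ± 61.3 TPM (7.10 ± 0.24) and *Tspan8* at 4.20 ± 0.10. Camera called fetal liver genes higher (adjusted p = 4.94e-05, and adjusted p = 0.0908 with an estimated correlation).

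Leading genes of lipid synthesis fell, and genes of lipid storage and oxidation were among those that rose. The stearoyl-CoA desaturase gene *Scd1* fell from 3922 ± 401 to 149 ± 57.6 TPM (−4.77 ± 0.24), *Thrsp* from 315 ± 71.4 to 16.0 ± 1.25 TPM (−4.19 ± 0.16) and the lipogenic regulator *Srebf1* from 193 ± 64.2 to 28.6 ± 3.3 TPM (−2.67 ± 0.21). In de novo lipogenesis and triglyceride synthesis 7 of 21 fell and 2 rose, *Mogat2* (2.28 ± 0.16) and *Lpin2* (1.41 ± 0.20). Camera called lipogenic genes lower (adjusted p = 5.72e-06, and adjusted p = 0.178 with an estimated correlation). In fatty acid desaturation and elongation *Scd1* and *Elovl3* fell and 5 of 17 rose, *Elovl7* (3.35 ± 0.11) and *Degs2* (1.80 ± 0.19) most. Camera called desaturation and elongation genes in neither direction (adjusted p = 0.497, and adjusted p = 0.812 with an estimated correlation). Among 26 genes of lipid droplets, lipid uptake and export 12 rose, the droplet protein gene *Cidec* from 6.23 ± 1.88 to 266 ± 38.5 TPM (5.23 ± 0.18), and *Fitm1* fell (−1.13 ± 0.10). Camera called lipid droplet genes in neither direction (adjusted p = 0.0505, and adjusted p = 0.196 with an estimated correlation). They were called higher in 10 of 17 alternatives, among them median-of-ratios scaling, quantile normalization, the replicate block and those without ND replicate 2, ND replicate 3 or CDA-HFD replicate 2 (adjusted p from 0.000505 to 0.0785). Among 32 genes of fatty acid oxidation and PPAR-alpha targets 10 rose and none fell, the hormone gene *Fgf21* from 0.731 ± 0.65 to 67.7 ± 20.7 TPM (5.35 ± 0.33) and the thioesterase gene *Acot2* at 4.51 ± 0.20. Camera called fatty acid oxidation genes higher (adjusted p = 0.0133, and adjusted p = 0.494 with an estimated correlation). In cholesterol synthesis 5 of 25 fell, *Insig1* (−1.73 ± 0.15) and *Tm7sf2* (−1.58 ± 0.06) most, and *Sqle* rose (1.15 ± 0.23), against 8 falls with quantile normalization. Camera called cholesterol synthesis genes lower (adjusted p = 0.000139, and adjusted p = 0.452 with an estimated correlation). The rise of *Sqle* ended with median-of-ratios scaling (0.76), with quantile normalization (0.79) and without CDA-HFD replicate 1 (0.98), and the call of the fatty acid oxidation list with median-of-ratios scaling (adjusted p from 1.57e-07 to 0.0858 over 17 alternatives).

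Many male-biased and detoxifying genes of hepatocytes fell. In the list of growth hormone and sex-biased liver genes 11 of 18 fell, *Hsd3b5* and *Elovl3* most, while 3 rose, among them the female-biased genes *Cyp2a4* (2.79 ± 0.32) and *Cyp2b9* (2.63 ± 0.53). Camera called sex-biased genes lower (adjusted p = 1.56e-09, and adjusted p = 0.0908 with an estimated correlation). Summed over 49 *Mup* genes, the level went from 23254 ± 1858 to 3609 ± 286 TPM, and 33 of 36 tested members fell. In cytochrome P450 and drug metabolism 12 of 28 fell and 4 rose, *Cyp2c29* going from 1696 ± 44.3 to 137 ± 10.4 TPM (−3.62 ± 0.07) and the carboxylesterase gene *Ces1f* at −3.24 ± 0.14. Camera called drug metabolism genes lower (adjusted p = 4.7e-11, and adjusted p = 0.0908 with an estimated correlation). In bile acid synthesis and transport 6 of 22 fell, the uptake carrier gene *Slco1a1* from 427 ± 4.93 to 12.9 ± 4.47 TPM (−4.99 ± 0.19) and *Cyp7b1* at −3.51 ± 0.13, and 3 rose, including *Slco1a4* (2.21 ± 0.26) and *Cyp7a1*, the rate-limiting enzyme, at 1.77 ± 0.48. Camera called bile acid genes lower (adjusted p = 4.78e-07, and adjusted p = 0.135 with an estimated correlation). With median-of-ratios scaling 12 bile acid genes fell, and with quantile normalization 7.

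Stress programmes went in opposite directions. In the unfolded protein response, 13 of 19 genes fell and none rose (median −1.35), with the endoplasmic reticulum chaperone genes *Creld2* going from 334 ± 146 to 50 ± 4.43 TPM (−2.64 ± 0.25) and *Hyou1* from 288 ± 86.8 to 55 ± 4.94 TPM (−2.33 ± 0.19). Camera called unfolded protein response genes lower (adjusted p = 4.59e-14, and adjusted p = 0.196 with an estimated correlation). In amino acid deprivation and the integrated stress response, 13 of 24 rose and none fell, *Fgf21* and *Atf3* most (camera adjusted p = 0.0247, and adjusted p = 0.196 with an estimated correlation), a call that ended with a minimum mean of 5 TPM (adjusted p from 0.00105 to 0.0561 over 17 alternatives). Of 24 p53 targets and cell death genes 17 rose and none fell, *Cdkn1a* from 5.46 ± 2.41 to 85.7 ± 4.5 TPM (3.81 ± 0.22) and *Gadd45b* at 3.81 ± 0.19. Camera called p53 and cell death genes higher (adjusted p = 5.69e-05, and adjusted p = 0.0908 with an estimated correlation). With quantile normalization 11 of them rose. The NRF2 antioxidant list was split, with 7 of 24 rising, *Cbr3* (3.51 ± 0.19) and the heme oxygenase gene *Hmox1* (2.93 ± 0.07) most, and 5 falling, *Gclc* (−1.49 ± 0.09) and *Gstp1* (−1.30 ± 0.10) most. Camera called it lower (adjusted p = 0.0156, and adjusted p = 0.312 with an estimated correlation), but not with median-of-ratios scaling, without the 50 most abundant genes or with quantile normalization, where the direction was up (adjusted p from 0.0112 to 0.591 over 17 alternatives). Fry called the NRF2 list up on the TPM scale (adjusted p = 0.0119).

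Across the 55 lists tested, camera with a preset correlation of 0.01 called 26 higher and 14 lower, and with the correlation estimated from these libraries it called 0, with 18 lists at an unadjusted p below 0.05 and a lowest adjusted p of 0.0908. Fry, which tests whether a list's genes move on balance in a single direction without comparing them with other genes, called 40 lists up and 10 down, and its test for change in either direction called 55. Adjusted over the list alone, the counts of genes that rose and fell were those given in every list except cholangiocytes and the ductular reaction, where 1 gene fell adjusted over the list alone and 0 over all genes. Splits of the 6 libraries that mixed the diets gave 13 to 34 calls with the preset correlation. Those splits keep part of the diet difference between their groups, so their calls do not measure false calls. List calls at the preset correlation remain weak evidence, since none held with the estimated correlation. Counts of members take no account of correlation between genes, and for some lists they shifted with the scaling.

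**Figure D3:**
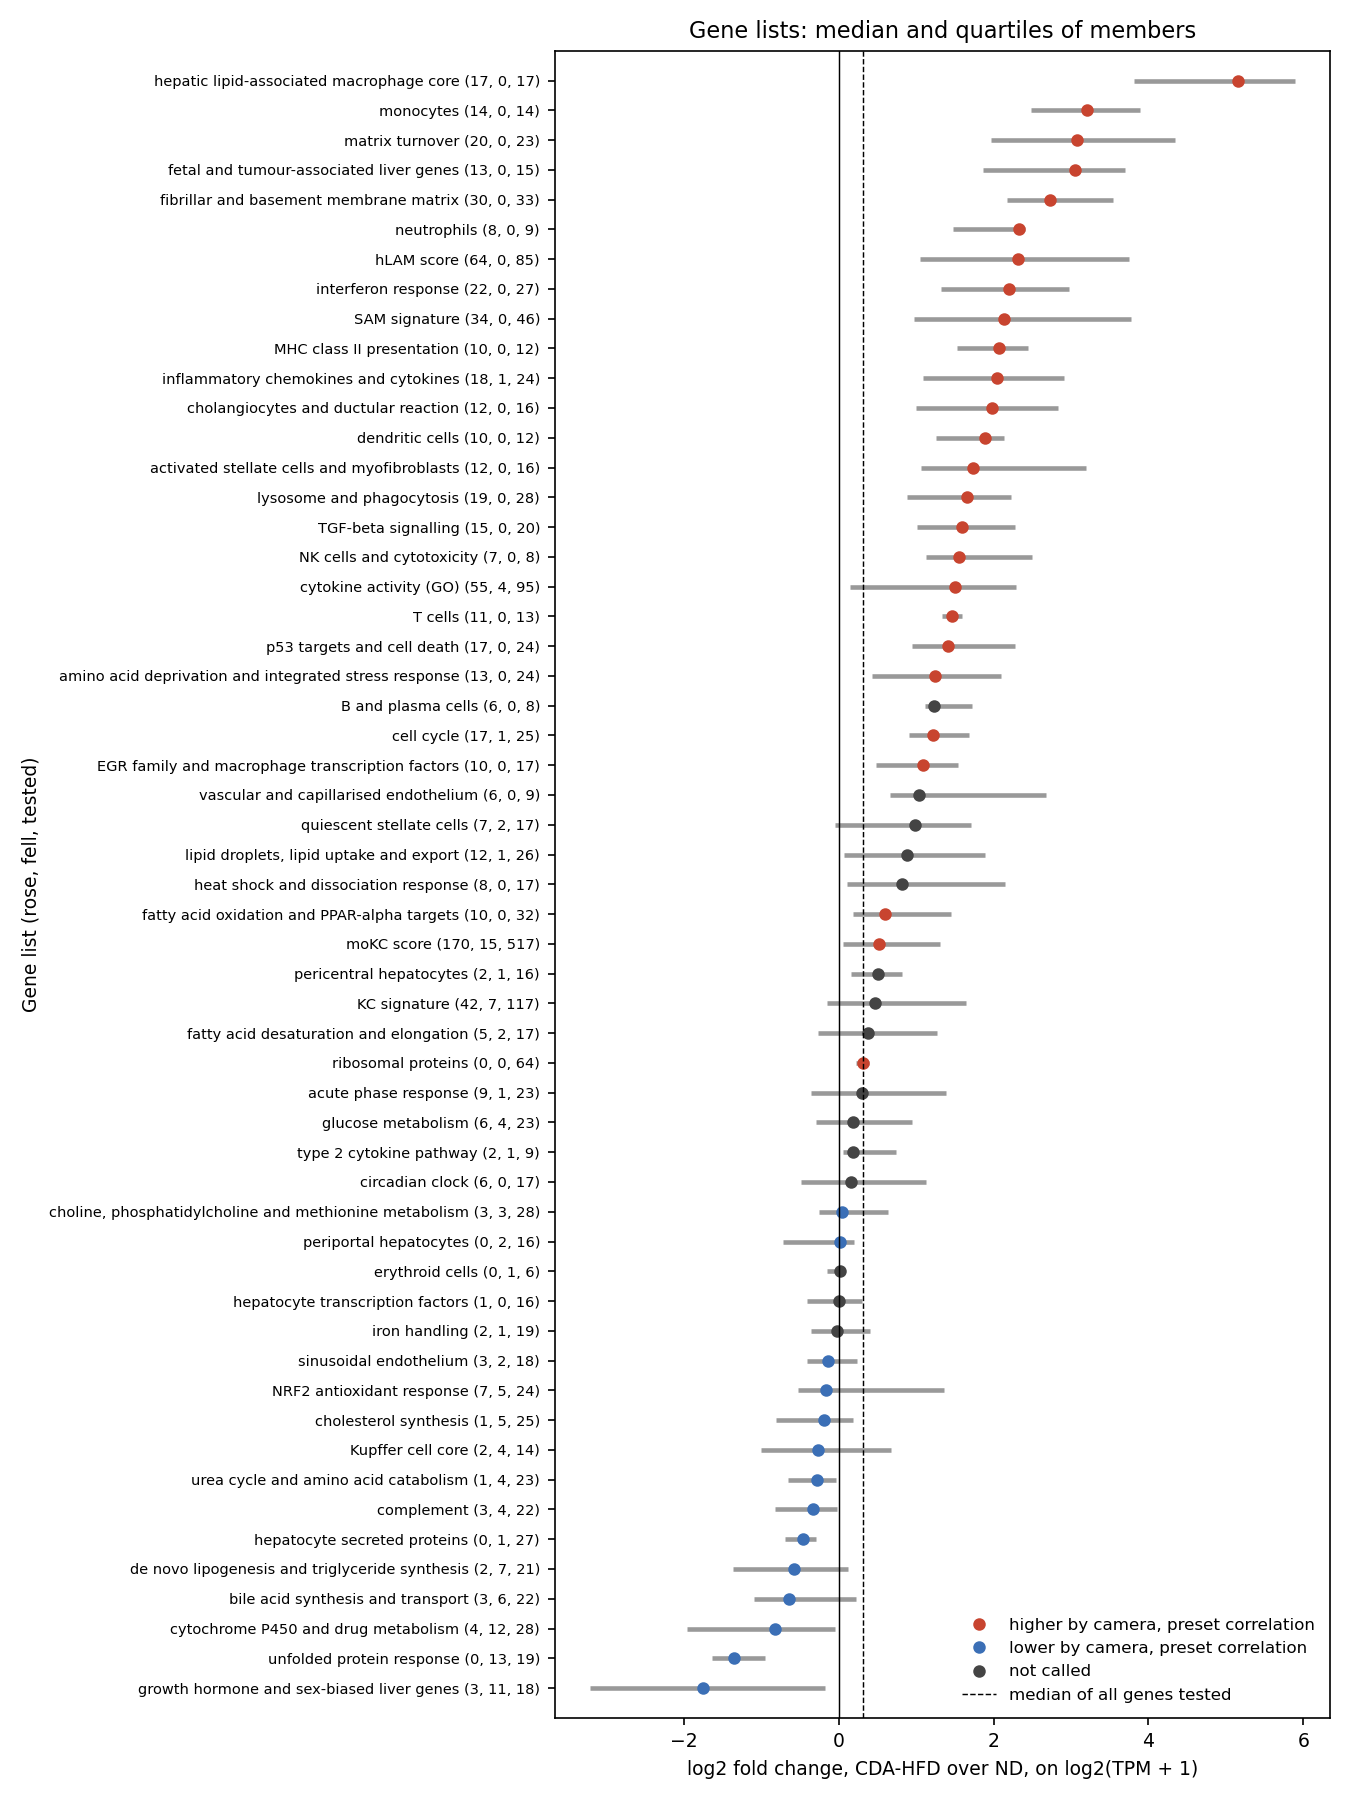
Median (point) and quartiles (line) of the log2 fold changes of each list's tested members, CDA-HFD over ND, with the numbers that rose, fell and were tested after each name on the vertical axis. Colours mark camera's call with the preset correlation, the dashed line the median of all genes tested (0.32); lipid-associated macrophage genes lie highest at 5.15 and growth hormone and sex-biased genes lowest at −1.76, and the median of 11 lists near 0 changed sign under another scaling.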

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

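Voom on the recovered reads was chosen after the data were seen; every other setting was planned. Of the 148 named genes that passed the test, 134 passed it in every setting in which they were tested, 14 lost it in at least 1 (named beside the genes' values) and 0 changed direction. The other fold limits are left out of these counts. Against 3115 rises and 558 falls, a minimum mean of 5 TPM gave 1914 rises (fewer genes are tested), quantile normalization 1718 rises and 1201 falls, median-of-ratios scaling 1044 falls, no fold limit 7604 rises and 2117 falls, and an absolute log2 fold change of at least 2 gave 1066 and 151, both by construction. Against 26 lists higher and 14 lower, an estimated correlation called 0 in either direction, fry called 40 up, and quantile normalization 6 down. Among lists called before or after the change of scale, the direction of periportal hepatocytes (adjusted p = 0.706), of the NRF2 list (0.591) and of the acute phase list (0.0224) reversed with quantile normalization, and that of ribosomal proteins with median-of-ratios scaling (0.0633). Of lists called in neither case, glucose metabolism, fatty acid desaturation, iron handling and pericentral hepatocytes also turned with quantile normalization, the last in 5 other settings too. Except where the setting itself accounts for the change, the cause was not tested. Leaving out each replicate gave 2912 to 3239 rises, 540 to 568 falls, 24 to 29 lists higher, 13 to 16 lists lower, 16 to 17 study genes and 144 to 148 named genes. Replicate number as a block gave 3128 rises, 559 falls, 28 and 14 lists, 17 study genes and 148 named genes. After the diet means were set aside, libraries of the same number correlated at r = 0.086, 0.039 and 0.089 across genes, which are not independent replicates. These lay above all pairs of different number (−0.087 to 0.0053) but are small. Whether the mice were paired is not known. Depth limits genes near the floor, such as *Il4* and *Il13*, for which 1 read is 0.101 to 0.165 TPM.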

Other observations

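The tests of marker medians, of the TPM scale, of *Mup* reads and of other splits were chosen only after the results were seen. Cell cycle genes rose in 17 of 25 cases, *Ccnb2* (2.36 ± 0.16) and *Ccnb1* (2.05 ± 0.21) most, while *Tk1* fell from 47.4 ± 0.781 to 10.9 ± 1.11 TPM (−2.02 ± 0.09). Exons of *Tk1* overlap those of *Afmid* on the other strand, so the fall listed for *Tk1* may belong to either gene. Camera called cell cycle genes higher (adjusted p = 0.00477, and adjusted p = 0.228 with an estimated correlation). That call ended with a minimum mean of 5 TPM (adjusted p from 3.14e-05 to 0.465 over 17 alternatives), and 11 rose with median-of-ratios scaling and 6 with quantile normalization. Of 17 genes of the heat shock and dissociation response 8 rose and none fell, *Atf3* and *Ier3* (3.04 ± 0.10) most, without a call for the list (camera adjusted p = 0.06, and adjusted p = 0.196 with an estimated correlation). It was called higher in 7 of 17 alternatives: median-of-ratios scaling, quantile normalization, no filter, the replicate block and those without ND replicate 1, ND replicate 2 or CDA-HFD replicate 2 (adjusted p from 0.00293 to 0.105). Acute phase genes rose in 9 of 23 cases, with lipocalin-2, *Lcn2*, going from 43.5 ± 15.3 to 1684 ± 320 TPM (5.28 ± 0.24) and *Il1rn* at 3.70 ± 0.16, and *Saa4* fell (−1.64 ± 0.13). Camera called acute phase genes in neither direction (adjusted p = 0.469, and adjusted p = 0.851 with an estimated correlation), but higher with quantile normalization (0.0224 to 0.933 over 17 alternatives). Complement genes split, with 3 of 22 rising, *C1qb* (2.21 ± 0.05) and *C1qc* (2.02 ± 0.09) most, and 4 falling, *C8b* (−1.91 ± 0.08) and *C8a* (−1.76 ± 0.07) most. Camera called complement genes lower (adjusted p = 4.4e-06, and adjusted p = 0.143 with an estimated correlation). Quantile normalization ended that call (adjusted p from 1.25e-07 to 0.141 over 17 alternatives), and 7 fell with median-of-ratios scaling. In iron handling *Hmox1* and *Lcn2* rose and the hepcidin gene *Hamp2* fell (−3.26 ± 0.21), out of 19 tested. Camera called iron handling genes in neither direction (adjusted p = 0.0785, and adjusted p = 0.258 with an estimated correlation), but lower with voom (0.0481 to 0.987 over 17 alternatives).

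Most other lists of hepatocyte markers and of liver metabolism held few genes that changed, glucose metabolism being an exception. Whole-liver RNA does not show in which cells the genes of these lists changed. Of 27 secreted proteins only *Serpina1c* fell (−1.40 ± 0.10) on the TPM scale, where the list's median was −0.46 (camera adjusted p = 2.06e-12, and adjusted p = 0.176 with an estimated correlation). There were 10 falls with median-of-ratios scaling. The list's call, lower, ended with quantile normalization (adjusted p from 1.89e-14 to 0.149 over 17 alternatives). Of 16 hepatocyte transcription factors *Prox1* alone rose (1.02 ± 0.36, adjusted p = 0.0348), a call that ended in 10 settings, among them those without ND replicate 2 (0.87), ND replicate 3 (0.72), CDA-HFD replicate 1 (0.95) or CDA-HFD replicate 2 (0.90). Camera called hepatocyte transcription factors in neither direction (adjusted p = 0.0585, and adjusted p = 0.308 with an estimated correlation), but lower in 5 of 17 alternatives, those without ND replicate 3 or CDA-HFD replicate 2 among them (0.0271 to 0.485). Periportal genes held 2 falls among 16, *Cyp2f2* (−1.90 ± 0.05) and *Hal* (−1.80 ± 0.09; camera adjusted p = 0.00558, and adjusted p = 0.196 with an estimated correlation), and pericentral genes 2 rises, *Rhbg* (1.54 ± 0.12) and *Axin2* (1.30 ± 0.29), and 1 fall, *Cyp1a2* (−1.31 ± 0.07), among 16. Camera called pericentral genes in neither direction (adjusted p = 0.781, and adjusted p = 0.902 with an estimated correlation). The call of *Rhbg* ended with quantile normalization (0.89), and that of *Axin2* with median-of-ratios scaling (0.95) and quantile normalization (0.67). Periportal genes held 5 falls with median-of-ratios scaling, and their call ended with quantile normalization (adjusted p from 0.00325 to 0.706 over 17 alternatives). In the urea cycle and amino acid catabolism 4 of 23 fell, *Hal* and *Haao* (−1.56 ± 0.07) most, and *Got1* rose (1.05 ± 0.16), a call that ended without ND replicate 1 (0.89), with median-of-ratios scaling (0.65) and without the 50 most abundant genes (0.97). Camera called urea cycle genes lower (adjusted p = 1.56e-06, and adjusted p = 0.23 with an estimated correlation). Quantile normalization ended that call (adjusted p from 1.52e-07 to 0.472 over 17 alternatives). In choline, phosphatidylcholine and methionine metabolism the choline carrier gene *Slc44a2* (2.12 ± 0.09) and *Mat2a* (1.56 ± 0.07) were among 3 rises, and *Cbs* (−1.27 ± 0.07) and *Gnmt* (−1.04 ± 0.07) among 3 falls, out of 28. Camera called choline metabolism genes lower (adjusted p = 0.0319, and adjusted p = 0.312 with an estimated correlation). The call of *Gnmt* ended without ND replicate 2 (−0.99), without CDA-HFD replicate 1 (−0.97) and with quantile normalization (−0.70), and that of the list without a filter, with quantile normalization and without ND replicate 2 (adjusted p = 0.0612, and 0.0199 to 0.742 over 17 alternatives). In glucose metabolism 6 of 23 rose, *Pkm* (3.37 ± 0.07) and *Hk3* (3.14 ± 0.12) most, and 4 fell, *Pklr* (−1.28 ± 0.09) and *Pygl* (−1.21 ± 0.06) most. Camera called glucose metabolism genes in neither direction (adjusted p = 0.469, and adjusted p = 0.523 with an estimated correlation).

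In the circadian clock 6 of 17 genes rose, *Bhlhe41* (2.30 ± 0.15) and *Ciart* (1.61 ± 0.17) most and *Per1* at 1.47 ± 0.15, while *Arntl* was at −0.74 ± 0.10, within the fold limit; 3 rose and 1 fell with median-of-ratios scaling, and 1 rose and 3 fell with quantile normalization. Camera called clock genes in neither direction (adjusted p = 0.2, and adjusted p = 0.515 with an estimated correlation). The call of *Ciart* ended with quantile normalization (0.87). None of 64 ribosomal protein genes rose or fell, with *Rps18* at 0.34 ± 0.07 beside a median of 0.32 over all genes. Camera called ribosomal protein genes higher (adjusted p = 0.0326, and adjusted p = 0.738 with an estimated correlation). That call ended under 7 settings, without ND replicate 1 (0.0941), ND replicate 2 (0.062) or CDA-HFD replicate 3 (0.0854) among them, and its direction turned with median-of-ratios scaling (adjusted p from 1.02e-09 to 0.21 over 17 alternatives). Of 6 erythroid genes *Alas2* fell (−1.59 ± 0.10), while *Hba-a1*, a marker of blood left in the tissue, was at 0.05 ± 0.29. Camera called erythroid genes in neither direction (adjusted p = 0.0509, and adjusted p = 0.494 with an estimated correlation), but lower without ND replicate 1, ND replicate 3 or CDA-HFD replicate 2 (0.00276 to 0.436 over 17 alternatives). Of 4 platelet genes above the filter *Pf4* rose (2.5 ± 0.14), and of 18 genes of pancreas, adipose tissue and muscle 2 passed the filter and none changed, with *Cela1* at −0.92 ± 0.11, which was called lower with median-of-ratios scaling (−1.30) and with quantile normalization (−1.35). In 12 lists the median, the mean and camera differed in sign, namely sinusoidal endothelium, hepatocyte transcription factors, pericentral and periportal hepatocytes, erythroid cells, fatty acid desaturation, choline metabolism, NRF2, glucose metabolism, acute phase, iron and the clock.

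Rises outnumbered falls in CDA-HFD. With the recovered reads of every library thinned to the smallest library, 84.96% of the changed genes were rises (84.98% before thinning), which argues against the greater depth of the CDA-HFD libraries. A lower share of hepatocytes that raised every other cell type alike is argued against as the whole cause, since the medians of the marker lists of other cell types lay 5.42 apart, from −0.27 in Kupffer cells (upper quartile 0.68) to 5.15 in lipid-associated macrophages (lower quartile 3.81). The TPM scale stays open, since median-of-ratios scaling lowered the share of rises to 68.3%, between the bounds of 55% and 75% set for the test, and may account for part of the excess. A change in cell types that the diet brings about stays open as well and was not tested.

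Genes higher in male liver fell in CDA-HFD. Mice of different sex in the groups are argued against, since the summed TPM of 4 Y-linked genes in the lowest CDA-HFD library was 88.6% of the ND mean and *Xist* stayed at or below 0.0157 TPM in every library. Reads moved between *Mup* paralogs could have contributed to the values of single *Mup* genes. The summed TPM of all *Mup* genes in the highest CDA-HFD library was 16.9% of the ND mean, between the bounds set for the test (10% and 50%). For the family as a whole such moves are argued against. They would change its summed TPM only as far as exon lengths differ, from 531 to 1091 bases in the *Mup* genes named here. That sum went from 23254 ± 1858 to 3609 ± 286 TPM, and of 36 tested members 33 fell and 0 rose. *Hsd3b5* and *Elovl3*, which are not paralogs of *Mup* genes, fell too. The diet's own effect on these genes stays open and was not tested apart from these explanations.

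Removal of duplicates from single-end reads could have capped the most abundant genes. In the library with the narrowest range, the highest TPM was 10.5 times that of the gene of rank 100, just above the bound of 10 set before the result was seen, which argues against a cap as the source of the range among abundant genes. *Alb* had 93.1 to 105 recovered reads per base of exon. Removal of duplicates by start position and strand would not leave that many single-end reads. The *Alb* values of all 6 libraries therefore argue against such removal from the reads behind these TPM, if those reads were single-end.

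The real split of the 6 libraries changed 3673 genes, and the highest of the other 9 splits 0 with limma, with up to 197 genes at an unadjusted p below 0.05 there against 10211 in the real split. For gene lists, the real split gave 40 calls and the highest other split 34. Only 1 of the 10 splits, the real one, gave as many in either case, and with 10 splits the share cannot go below 0.1. Every other split mixed the diets, so with limma the diet difference counted as spread within its groups. Few or no calls there follow from that. The splits therefore do not decide whether the number of genes or lists called arose by chance.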
